A study of Mus musculus with 6 samples.

How the data were processed

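RNA of megakaryocyte-erythroid progenitors sorted from mouse bone marrow was measured in 6 libraries, 3 from control mice and 3 from mice fasted for 6 h. Per the labels, total RNA was extracted with TRIzol, polyadenylated RNA was taken with oligo(dT) beads, cDNA was primed with random hexamers, and the amplified product was circularised for sequencing. The labels' extraction text describes ground tissue, a general protocol, and does not say how sorted cells entered it. The authors deposited 1 table of raw counts per gene, with a column for each library and the exonic length of each gene. The aligner, the counting tool, the genome build, the annotation, the handling of strand and the read filters are not stated in the labels or the table's header. The labels name no batch, pairing or sex. Each column was matched to a library through the library's description, and groups were taken from the treatment label. The table had 0 rows that name no gene.

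Of the 55487 gene identifiers, 54435 matched the GENCODE M21 annotation of GRCm38 with their version, and all 54435 had the same merged exon length as the deposited length. Without regard to version 55227 matched, and 55141 had a symbol in the table of gene names. The deposited counts were therefore read with GRCm38 coordinates from M21, while the exact release used for counting is not known. For Klf1 the version differed, and its M21 position is given with that remark. Multigene families, overlapping genes and antisense genes can share or lose reads in ways that depend on counting settings not known here.

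The main comparison was fixed before the data were examined. Genes were kept with filterByExpr, which left 36508, library factors were computed by TMM, and edgeR 4.0.16 in R 4.3.3 fitted estimateDisp and glmQLFit with robust settings and group as the only term. Calls had a Benjamini-Hochberg adjusted p under 0.05. CPM values are after TMM scaling. The SE of a log2 fold change was its size divided by the square root of the F statistic. Gene sets were tested with camera (limma 3.58.1, preset correlation 0.01, at least 5 genes), with fry and camera with an estimated correlation as alternatives. The 18 sets were erythroid, haem biosynthesis and iron uptake, megakaryocyte and platelet, stem and multipotent progenitor, granulocyte and monocyte, B and T lymphocyte, S phase, G2 and M phase, glucocorticoid response, FOXO targets and nutrient deprivation, lipid oxidation and PPAR targets, cholesterol biosynthesis and SREBP targets, amino acid response, interferon response, immediate early and dissociation stress, circadian clock, mitochondrially encoded and ribosomal protein. They were written from general knowledge. Genes reported by name were the 5 that rose and the 5 that fell most among calls with a mean of at least 5 CPM whose groups did not overlap, passing over unnamed and duplicate symbols, and 10 genes fixed in advance. Of the calls, 95 that rose and 1375 that fell met the rule. Shares of counts were compared by the difference of group means with a two-sided exact permutation test in scipy, for which p = 0.1 is the smallest value with 3 against 3 libraries.

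Background was estimated from 1437 odorant and vomeronasal receptor genes as their summed counts divided by their summed exonic length in each library. A gene counted as at or above 5 times the background when its mean count reached 5 times the mean rate times its length, a split on the mean over all 6 libraries. The fit restricted to such genes was chosen after seeing the data. The background subtraction took the rate times the length from each count, rounded, with negative values set to 0, and tested the same 10637 genes as the restricted fit.

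Total counts ranged from 12797144 to 30246110 per library. The tests were tried on simulated counts drawn from the real mean profile and library totals with a dispersion of 0.1 and 200 genes changed 4-fold. Without background, 183 of the 198 changed genes tested were called (92.4%), all 183 with the right sign, and 10 unchanged genes among 36808 genes tested were called. With a background added at the measured rate of each library, 122 of 198 changed genes (61.6%) and 199 unchanged genes among 42596 tested were called, 170 of the latter lower, and a set of 25 unchanged genes had a camera adjusted p of 4.6e-06. In the same simulation restricted to genes at or above 5 times the background, 166 of 172 changed genes (96.5%) and 6 unchanged genes among 9113 tested were called. The simulation gave all genes the same dispersion and all libraries the same profile of unchanged genes, so these rates need not hold for the data. In the real restricted fit Alas1, with a log2 fold change of -2.04, had an edgeR adjusted p of 0.0904.

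Alternatives named before the data were examined were DESeq2 1.42.0, limma-voom, RLE and upper-quartile factors, library totals alone, 2 other filters on low counts, dispersion estimates without robust settings, removal of mitochondrial, haemoglobin and ribosomal protein genes, the replicate number as a block, other thresholds, and leaving out each library in turn. DESeq2 gave no adjusted p to 29678 genes. Alternatives chosen after seeing the data were scaling from genes at or above 5 times the background, restriction to genes at or above 2, 5 or 10 times the background, and, with the restriction at 5 times, background subtraction, the replicate number as a block, removal of a smooth trend on GC content and length in each library, and a score of primary granule genes as a covariate. Thinning drew each library at random down to the smallest total. Libraries were compared by a chi-square test over genes, and none was a copy of another, with chi-square values per degree of freedom from 22.0 to 183.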

Results

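Megakaryocyte-erythroid progenitors are bone marrow cells that give rise to red blood cells and platelets. The study asked how 6 h of fasting acts on the making of red blood cells. These progenitors were sorted from wild-type C57BL/6 mice aged 8 weeks, and their polyadenylated RNA was sequenced in bulk. Libraries came from 3 control mice or pools (the labels do not say which) and 3 fasted ones. The table held raw counts for 55487 genes. Control libraries 1, 2 and 3 held 30246110, 26323940 and 22445970 gene counts, and fasted libraries 1, 2 and 3 held 12797144, 18225191 and 14882835. The mean total was 26.3 M ± 3.90 (SD, n = 3) in the control group and 15.3 M ± 2.74 (SD, n = 3) in the fasted group, so the control libraries were 1.72 times as deep on average. Over the 10637 tested genes at or above 5 times the background defined below, Pearson correlations of log2 CPM across genes lay between 0.962 and 0.984 within the control group, between 0.976 and 0.985 within the fasted group, and between 0.955 and 0.979 across the groups. Genes are not independent replicates, so these correlations describe the libraries only. A principal component analysis of the same genes placed the control libraries at -54.1, -15.1 and -3.58 and the fasted libraries at 25.9, 20.1 and 26.8 on the first component, which held 48.9% of the variance.

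Counts were present in genes that are silent in blood cells, and their share differed between the groups. The 1437 odorant and vomeronasal receptor genes, which are expressed in sensory neurons of the nose, served as a measure of background. Of these genes, 94.6% to 98.1% had a count in each library. They received 8.98, 13.2 and 14.7 counts per kilobase in control libraries 1, 2 and 3, and 14.2, 15.97 and 14.9 in fasted libraries 1, 2 and 3. The receptor genes took 0.158% of the counts in control library 1 (95% Wilson interval 0.157 to 0.160%) and 0.593% in fasted library 1 (0.589 to 0.597%), the lowest and highest of the 6 libraries. Such intervals cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. If the same rate held over all annotated exons (131 megabases), background made up 6.35% ± 2.36 (SD, n = 3) of the counts in the control group and 13.1% ± 1.54 (SD, n = 3) in the fasted group. The groups did not overlap, and the difference of 6.71 percentage points gave p = 0.1 in a two-sided exact permutation test, the smallest p that 3 against 3 libraries allow. Of the 36508 genes that passed the expression filter, 25871 lay below 5 times this background. The receptor rate may be too low for other genes. The median count per kilobase of 30 single-copy genes of other tissues was 2.05 times that of the receptor genes on average. The background shares and the cut at 5 times may then be too low as well.

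**Figure D1:**
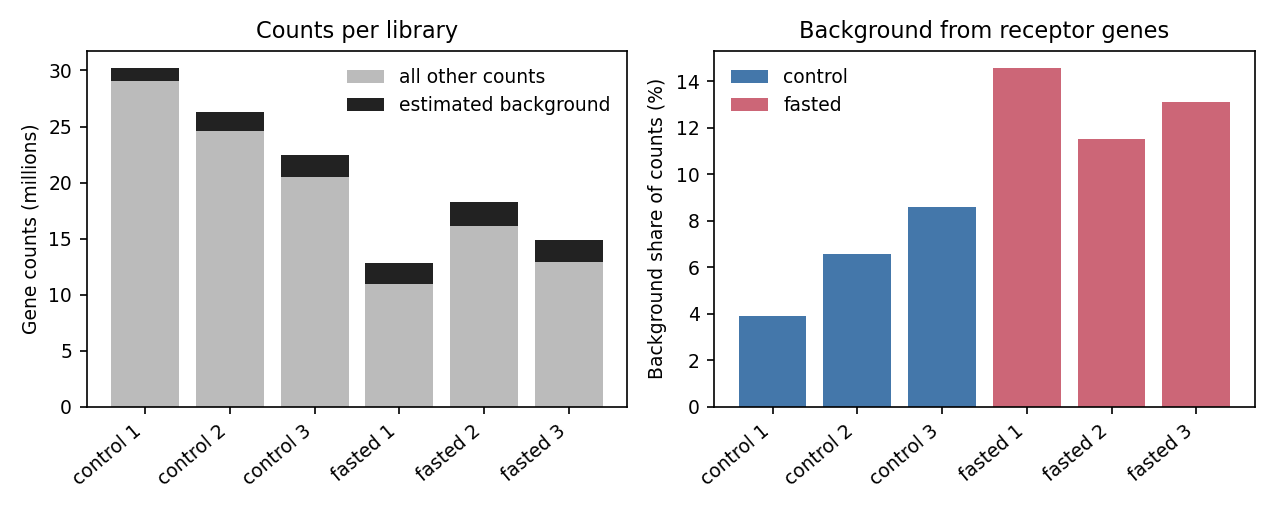
Left, gene counts of each library (M), with the part estimated to be background on top; right, that part as a percentage of each library's counts, with control libraries in blue and fasted libraries in red. All 3 fasted libraries lie above all 3 control libraries in background share, with group means of 13.1% and 6.35%.

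The comparison of fasted with control libraries used edgeR's quasi-likelihood test with TMM factors and Benjamini-Hochberg adjustment, as fixed before the data were examined. It passed 1813 of 36508 genes at an adjusted p under 0.05, of which 420 were higher and 1393 lower in the fasted libraries, so 76.8% of the calls were lower. This split depended on the scaling between libraries. With library totals alone, 4296 genes were higher and 291 lower (6.34% lower). With DESeq2-type RLE factors, 301 were higher and 2672 lower (89.9% lower), and DESeq2 itself gave 358 higher and 5336 lower (93.7% lower). With TMM factors taken from the genes at or above 5 times the background, an alternative chosen after seeing the data, 4990 genes were higher and 255 lower (4.86% lower). Under the TMM factors of all tested genes, the median log2 fold change was 0.32 over all genes, 0.53 over the 25871 genes below 5 times the background and -0.50 over the 10637 genes at or above it. Library totals alone moved the median of all genes to 0.81 and that of the genes at or above 5 times the background to -0.0042. Of the 1813 calls, 1376 concerned genes at or above 5 times the background, and 1368 of these were lower.

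**Figure D2:**
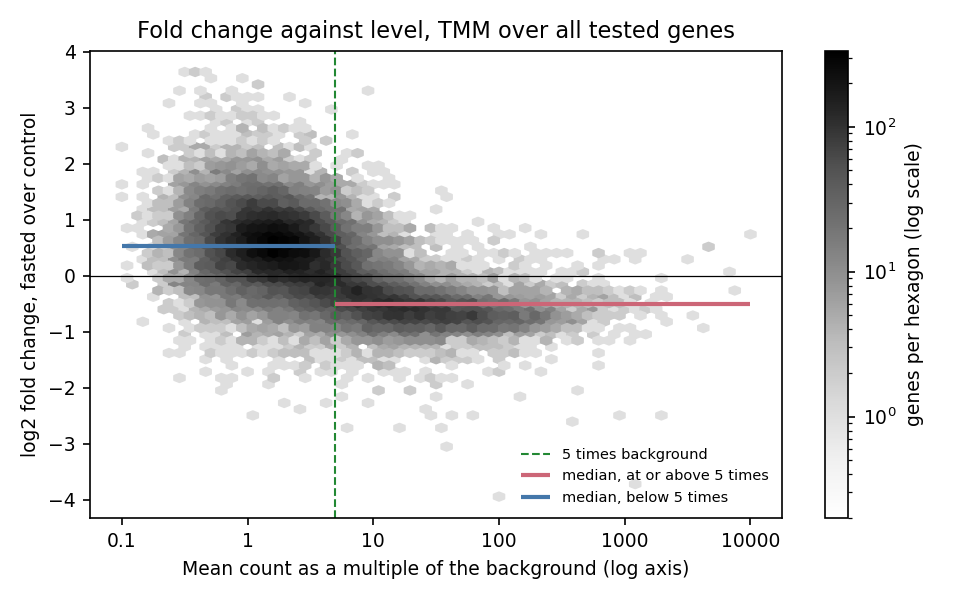
Log2 fold change of fasted over control libraries for the 36508 tested genes against their mean count as a multiple of the background (log axis, values beyond its ends drawn at the ends); shading gives the number of genes per hexagon. The median lies at 0.53 below 5 times the background and at -0.50 at or above it under TMM factors from all tested genes.

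When only the 10637 genes at or above 5 times the background were scaled and tested, no gene passed. There were 0 genes at an adjusted p under 0.05 and 2109 at an unadjusted p under 0.05, and the smallest adjusted p was 0.0904. With 1 library left out in turn, this restricted fit passed 3 genes without control library 1 (smallest edgeR adjusted p 0.00383), 3 without control library 3 (smallest edgeR adjusted p 0.0386) and 0 in each of the other 4 fits, where 1416 to 1897 genes had an unadjusted p under 0.05. The counts of calls over all genes also rested on single libraries. Without fasted library 3 the test passed 7 genes, without fasted library 1 it passed 105, without control library 2 it passed 190, and without control library 3 it passed 5379. The groups did not overlap for 34.9% of the tested genes, against 10% by chance for 3 against 3 libraries. This share used the TMM factors of all tested genes. Under them the median log2 fold change was 0.53 below 5 times the background and -0.50 at or above it. Genes are also not independent, so the excess does not show a response to fasting.

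The genes reported by name follow a rule fixed before the data were examined. Coordinates are those of GRCm38 in the GENCODE M21 annotation, and the gene identifiers are those of the count table. The 5 genes that fell most among the calls were Cebpe, Igsf6, Fcgr3, Alas1 and Nkg7, all at or above 5 times the background. Cebpe (ENSMUSG00000052435.7, chromosome 14, 54710360 to 54712174, minus strand) encodes a transcription factor of granulocytes and went from 21.4 CPM ± 13.6 (SD, n = 3) in control to 3.202 CPM ± 1.52 (SD, n = 3) in fasted libraries. Its log2 fold change was -2.75 (SE 0.57), with an edgeR adjusted p of 0.0408. Igsf6 (ENSMUSG00000035004.3, chromosome 7, 121064067 to 121074572, minus strand) overlaps Mettl9 on the other strand and went from 81.0 CPM ± 47.3 to 12.2 CPM ± 5.90 (SD, n = 3 each). Its log2 fold change was -2.73 (SE 0.58), edgeR adjusted p 0.0472. Fcgr3 (ENSMUSG00000059498.13, chromosome 1, 171051174 to 171064935, minus strand), an immunoglobulin receptor gene with related neighbours, went from 77.8 CPM ± 48.1 to 13.4 CPM ± 3.07 (SD, n = 3 each). Its log2 fold change was -2.54 (SE 0.53), edgeR adjusted p 0.0438. Nkg7 (ENSMUSG00000004612.9, chromosome 7, 43437073 to 43438249, plus strand) went from 431 CPM ± 105 to 101 CPM ± 54.9 (SD, n = 3 each), with a log2 fold change of -2.09 (SE 0.36) and an edgeR adjusted p of 0.0248.

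Alas1 (ENSMUSG00000032786.16, chromosome 9, 106233455 to 106248654, minus strand) encodes the ubiquitous form of the first enzyme of haem synthesis and had the smallest p of all genes. It had 3690, 4685 and 5027 counts in control libraries 1, 2 and 3 and 631, 625 and 630 counts in fasted libraries 1, 2 and 3. The mean went from 204 CPM ± 39.2 to 35.4 CPM ± 4.47 (SD, n = 3 each). The log2 fold change was -2.52 (SE 0.24) over all tested genes, edgeR adjusted p 1.1e-05. Among genes at or above 5 times the background it was -2.04 (SE 0.24), edgeR adjusted p 0.0904. It overlaps an unnamed gene model on the other strand, and the labels do not say whether counting used strand. In the fit restricted to genes at or above 5 times the background, Cebpe, Igsf6, Fcgr3 and Nkg7 had log2 fold changes of -2.31, -2.31, -2.10 and -1.63, with edgeR adjusted p between 0.167 and 0.186.

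The 5 genes that rose most among the calls were Gm37736, Pcdhb11, Gm49767, Gm44283 and Rp1l1, with log2 fold changes of 1.59, 1.49, 1.40, 1.40 and 1.33 and edgeR adjusted p between 0.0240 and 0.0408. All 5 lay below 5 times the background, and each had between 41 and 213 counts per library. Gm37736 (chromosome 6, 72749113 to 72751914) and Gm44283 (chromosome 2, 38015218 to 38019167) are unconfirmed loci inside Tcf7l1 and Dennd1a on the same strand. Gm49767 (chromosome 16, 31284424 to 31291896) is a long non-coding RNA. Pcdhb11 (chromosome 18, 37421418 to 37425836) belongs to a cluster of similar protocadherin genes and overlaps 3 other gene models, and how reads shared among them were assigned is not stated. Rp1l1 (chromosome 14, 63992506 to 64035025) encodes a photoreceptor protein. The median of all tested genes below 5 times the background was 0.53 in the same fit, and none of the 5 entered the restricted fit.

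Of the 10 genes fixed in advance, Pf4 alone passed in the main comparison. Pf4 (ENSMUSG00000029373.7, chromosome 5, 90772435 to 90773383), a platelet chemokine gene, went from 97.3 CPM ± 14.6 to 37.96 CPM ± 15.4 (SD, n = 3 each), a log2 fold change of -1.36 (SE 0.28) with an edgeR adjusted p of 0.0277. In the restricted fit it was -0.86 (SE 0.25), edgeR adjusted p 0.154. Itga2b (ENSMUSG00000034664.13, chromosome 11, 102453297 to 102470122), the gene of a platelet integrin, had -1.01 (SE 0.30), edgeR adjusted p 0.0571. Gata1 (ENSMUSG00000031162.14, chromosome X, 7959260 to 7978071), the gene of an erythroid and megakaryocyte transcription factor, had -0.78 (SE 0.31), edgeR adjusted p 0.118, and its control values ranged from 149 to 480 CPM. Klf1, the gene of another erythroid transcription factor (M21 position, under another gene version, chromosome 8, 84901928 to 84905291), had -0.63 (SE 0.37), edgeR adjusted p 0.267, with control values from 225 to 858 CPM. Epor (ENSMUSG00000006235.6, chromosome 9, 21958897 to 21963506), the erythropoietin receptor gene, had -0.08 (SE 0.32), and its sign changed to 0.50 (SE 0.33) in the restricted fit. Tfrc (ENSMUSG00000022797.16, chromosome 16, 32608920 to 32632794), the transferrin receptor gene, had -0.31 (SE 0.24) over all genes and 0.21 (SE 0.20) in the restricted fit. Alas2 (ENSMUSG00000025270.13, chromosome X, 150547375 to 150570638) and Hbb-bt (ENSMUSG00000073940.3, chromosome 7, 103812524 to 103813996), which encode the erythroid haem enzyme and a beta globin with a near-identical neighbour, had 0.07 (SE 0.32) and -0.12 (SE 0.27), with 10.4 and 25.9 CPM in control libraries. The glucocorticoid-induced genes Fkbp5 (ENSMUSG00000024222.17, chromosome 17, 28399094 to 28517527) and Tsc22d3 (ENSMUSG00000031431.13, chromosome X, 140539528 to 140600659) had 0.22 (SE 0.24) and 0.19 (SE 0.24), and 0.74 (SE 0.17) and 0.66 (SE 0.22) in the restricted fit. For these 6 genes edgeR adjusted p lay between 0.386 and 0.899 over all genes, and in the restricted fit the lowest of them was 0.131, for Fkbp5. In the restricted fit Gata1 had -0.20 (SE 0.29), Klf1 -0.05 (SE 0.39), Itga2b -0.49 (SE 0.28), Alas2 0.51 (SE 0.37) and Hbb-bt 0.35 (SE 0.33), with edgeR adjusted p between 0.354 and 0.960. Of the 86 genes of the erythroid, haem, megakaryocyte and glucocorticoid sets, fixed before the data were examined, 84 were tested. Among them 11 passed when adjusted over the list alone, all lower in fasted libraries, against 8 when adjusted over all genes tested. The direction depended on the scaling. With library totals alone 11 passed over the list, 8 higher and 3 lower. With factors from genes at or above 5 times the background 12 passed, 9 higher and 3 lower. Fkbp5, Tsc22d3 and Pf4 were among the passing genes under both scalings. The restricted fit passed 0 of 72 when adjusted over the list alone (smallest adjusted p 0.0666), but 3 without control library 2, 4 without control library 3 and 4 without fasted library 1, of which 2, 3 and 3 were higher.

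Of 18 gene sets fixed in advance, camera with a preset correlation of 0.01 passed 10 over all tested genes, and all 10 were lower in fasted libraries. Camera compares a set with the other genes tested, and the 25871 genes below 5 times the background had a median of 0.53. No set passed under fry, where the smallest adjusted p was 0.157, or under camera with the correlation estimated from the data, where it was 0.330. The erythroid set, the set closest to the study question, had a median log2 fold change of -0.08 over 29 genes (camera adjusted p 0.208). Without control library 1, control library 2 or fasted library 1 this median was above 0, at 0.031, 0.045 and 0.016. Without control library 3, fasted library 2 or fasted library 3 it was -0.29, -0.17 and -0.20, and camera passed the set as lower (adjusted p 0.00119, 0.0419 and 0.0330), so single libraries set its sign and its call (erythroid set median log2 fold change). Among the genes at or above 5 times the background its median was 0.46 over 25 genes (camera adjusted p 0.00118, fry adjusted p 0.330). In that restricted fit camera again passed 10 sets, 5 higher and 5 lower. The higher ones were the erythroid set, the B and T lymphocyte set (0.79), the glucocorticoid response set (0.48), the immediate early and dissociation stress set (0.70) and the mitochondrially encoded set (0.61). The lower ones were the megakaryocyte and platelet set (-0.50), the granulocyte and monocyte set (-0.72), the S phase set (-0.27), the G2 and M phase set (-0.18) and the cholesterol and SREBP set (-0.35). The smallest fry adjusted p in that fit was 0.330, and 2 sets had an unadjusted fry p under 0.05. The haem biosynthesis set had a median of -0.31 over all genes (camera adjusted p 0.000838) and 0.21 in the restricted fit (camera adjusted p 0.284), with the same 18 genes in both fits. A change of factors moves all genes alike, so the sign of such a median is set by the scaling: it was 0.18 with library totals alone and 0.21 with factors from genes at or above 5 times the background. Relative to the other genes tested, camera still passed the set under both (adjusted p 0.0357 and 0.0470). The ribosomal protein, amino acid response and interferon response sets went from -0.39, -0.44 and -0.37 over all genes to 0.11, 0.080 and 0.20 under the latter scaling, where camera adjusted p was 0.00133, 0.00103 and 0.00697 (ribosomal protein set median log2 fold change, amino acid response set median log2 fold change, interferon response set median log2 fold change). The median of all tested genes was 0.81 with library totals alone and 0.82 under the latter scaling. The medians of the haem biosynthesis set and of these sets lay below it, so these p-values do not mark a rise in fasted libraries. In the fit of all tested genes, the medians of the erythroid and of the granulocyte and monocyte sets minus that of the genes at or above 5 times the background were 0.42 and -0.65.

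**Figure D3:**
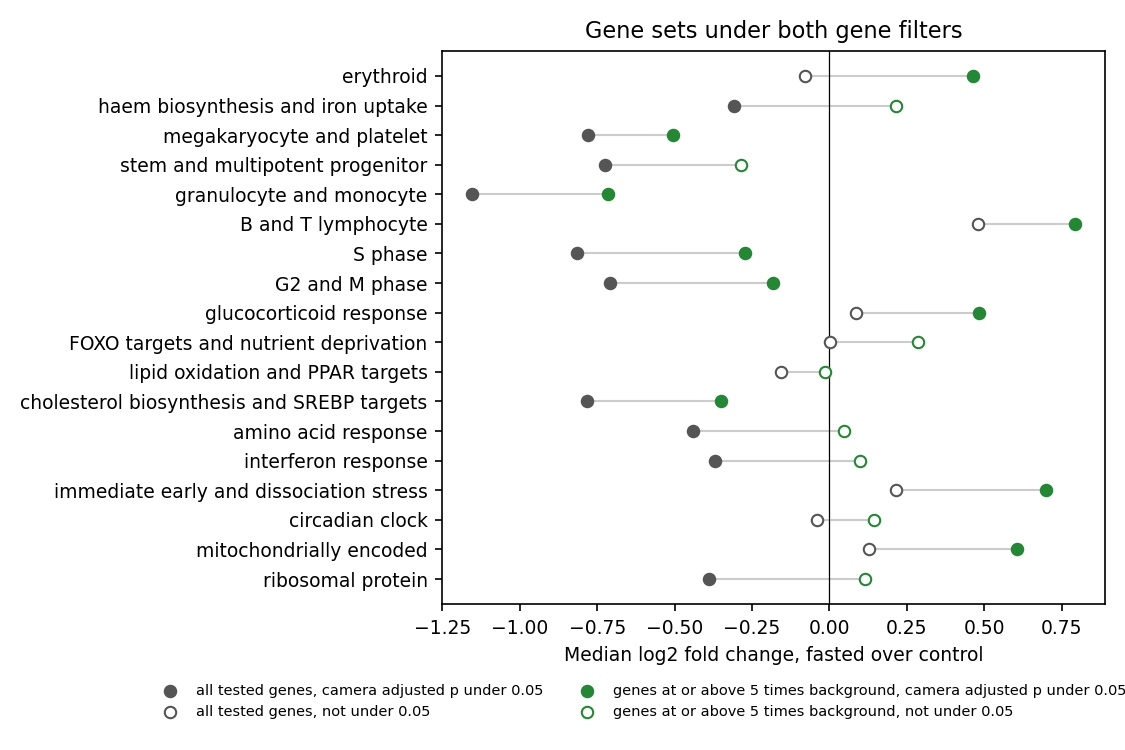
Median log2 fold change of fasted over control libraries for each of 18 gene sets, over all tested genes (grey) and over genes at or above 5 times the background (green); filled points have a camera adjusted p under 0.05. All 10 filled grey points lie below 0, while the erythroid set moves from -0.08 to 0.46; no set passed under fry with either gene filter.

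Scores per library, the mean log2 CPM of a set's genes at or above 5 times the background centred on the 6 libraries, showed how far single libraries carried these medians. The groups did not overlap for 5 of the 18 sets (27.8%, against 10% by chance). These were the megakaryocyte and platelet, S phase, lipid oxidation, cholesterol and SREBP, and immediate early sets, each with p = 0.1 in a two-sided exact permutation test, the smallest p possible. The erythroid score was -0.28, 0.12 and -0.51 in control libraries 1, 2 and 3 and -0.07, 0.21 and 0.54 in fasted libraries 1, 2 and 3 (p = 0.2, exact permutation test). The granulocyte and monocyte score was -0.97, 1.00 and 1.45 in control and -0.09, -0.46 and -0.92 in fasted libraries (p = 0.4, exact permutation test), so control library 1 lay below every fasted library. The immediate early score was -2.10 in control library 1 against 0.26 and 0.13 in the other control libraries and 0.62, 0.66 and 0.44 in fasted libraries. These 18 comparisons form 1 family, and none can pass an adjustment at this size.

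**Figure D4:**
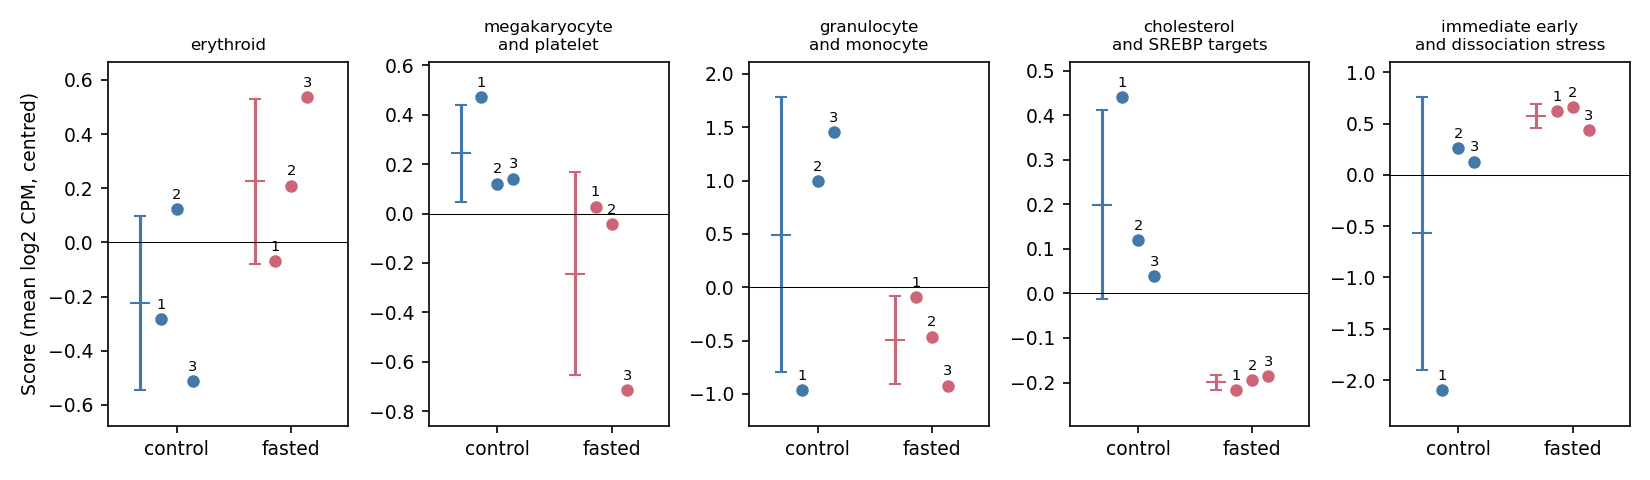
Score of 5 gene sets in each library (mean log2 CPM of genes at or above 5 times the background, centred), with points numbered by replicate and crossbars giving the mean and SD of each group (n = 3). Control library 1 lies at -0.97 for the granulocyte and monocyte set and at -2.10 for the immediate early set, while all fasted libraries lie below all control libraries for the cholesterol and SREBP set.

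Shares of the counts in mitochondrial genes, in haemoglobin genes and in the 10 most abundant genes together did not separate the groups. Mitochondrially encoded genes took 1.504% ± 0.226 (SD, n = 3) of the counts in control and 2.10% ± 0.715 (SD, n = 3) in fasted libraries (p = 0.3, two-sided exact permutation test). Haemoglobin genes took 0.0313% ± 0.0152 and 0.0384% ± 0.00282 (SD, n = 3 each, exact permutation p = 0.7). The 10 most abundant genes of each library took 4.74% ± 0.446 and 5.27% ± 0.898 (SD, n = 3 each, exact permutation p = 0.5). Adjusted over these 3 shares, all p-values were 0.7. The share of a single gene, Gm10800, was not among the results fixed in advance. It was outside that adjustment and did separate the groups. Gm10800 took 0.433%, 0.882% and 0.791% of the counts in control libraries 1, 2 and 3. It took 1.43%, 1.83% and 1.40% in fasted libraries 1, 2 and 3. The two-sided exact permutation test gave p = 0.1, the smallest possible. Without control library 1 the difference in haemoglobin share of counts went from 0.00712 to -0.00137 percentage points.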

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

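Alternatives relative to the background, removal of the GC content and length trend and the granule score covariate were chosen after seeing the data. The others were chosen before. The number of calls changed with most settings. Most calls were lower in fasted libraries wherever calls were made over all tested genes, except with library totals alone and with scaling from genes at or above 5 times the background, and 42.3% were lower with the granule score as covariate. The log2 fold changes moved together with the scaling. A library's factor is the only thing changed by the scaling alternatives, so their shifts follow from it; for the other settings the cause was not tested unless stated.

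The genes past the threshold numbered 1813 as reported, with 420 genes higher in fasted and 1393 genes lower in fasted libraries. DESeq2 passed 5694 genes, 5336 lower, and 17 genes of the preset list in place of 11. RLE factors passed 2973, 2672 lower. Library totals alone passed 4587, with 4296 higher and 291 lower. With at least 1 count in any library 2849 passed, 631 higher and 2218 lower, and with at least 10 counts in every library 3384 passed, 1236 higher and 2148 lower. Without robust dispersion 558 passed, 104 higher and 454 lower. limma-voom gave 224 higher genes. At an adjusted p under 0.1 there were 5723 calls, 2138 higher and 3585 lower, and with an absolute log2 fold change of at least 1 there were 879, 469 of them lower. Scaling from genes at or above 5 times the background passed 5245, with 4990 higher and 255 lower. Of these, 595 concerned genes at or above 5 times the background, 344 higher and 251 lower. Restricting the test to genes at or above 5 or 10 times the background, subtracting the background from the genes at or above 5 times it, or removing the GC content and length trend from the same genes passed 0 genes, 0 higher, 0 lower and 0 of the preset list, with 2109, 915, 1714 and 1972 genes at an unadjusted p under 0.05. The granule score as covariate passed 620, 262 of them lower. Upper-quartile factors, removal of mitochondrial, haemoglobin and ribosomal genes, and restriction at 2 times the background kept the number of calls within 1.5 times of 1813, and limma-voom did too. The fits that each left out 1 library passed from 7 genes (without fasted library 3) to 5379 (without control library 3), with 0 to 1476 higher, 7 to 3903 lower and 3 to 19 of the preset list. Leaving out each library with genes at or above 5 times the background, chosen after seeing the data, passed 0 to 3 genes (3 without control library 1 and 3 without control library 3) and 0 to 4 of the preset list (3 without control library 2, 4 without control library 3 and 4 without fasted library 1). These fits have fewer samples.

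The labels number the replicates alike in both groups, but same-numbered libraries did not deviate together (correlations of -0.156, 0.135 and -0.275 across genes), which gives no sign of pairing. These correlations were not set against those of differently numbered libraries, so they cannot exclude it. The fit with a replicate block passed 146 genes, 14 higher and 132 lower, and put Epor at 0.030. The replicate block with genes at or above 5 times the background passed 0 genes, 0 higher, 0 lower and 0 of the preset list, with 1549 at an unadjusted p under 0.05. In it the erythroid median was 0.48, haem biosynthesis 0.23, amino acid response 0.045, interferon response 0.16, circadian clock 0.22 and ribosomal protein 0.13, with Klf1 at 0.046, Epor at 0.54, Tfrc at 0.18 and Hbb-bt at 0.46.

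The number of sets past the threshold was 10, and it was 0 under fry and 0 under camera with an estimated correlation. The erythroid median of -0.08 rose above 0 under many settings, and the reversals below are medians of sets or log2 fold changes of genes. Library totals alone gave erythroid 0.45, haem biosynthesis 0.18, lipid oxidation 0.32, amino acid response 0.055, interferon response 0.16, circadian clock 0.47, ribosomal protein 0.089, Epor 0.47, Tfrc 0.18 and Hbb-bt 0.34. Scaling from genes at or above 5 times the background gave erythroid 0.47, haem biosynthesis 0.21, lipid oxidation 0.35, amino acid response 0.080, interferon response 0.20, circadian clock 0.50, ribosomal protein 0.11, Epor 0.50, Tfrc 0.21 and Hbb-bt 0.35. Testing only those genes gave erythroid 0.46, haem biosynthesis 0.21, amino acid response 0.048, interferon response 0.099, circadian clock 0.14, ribosomal protein 0.11, Epor 0.50, Tfrc 0.21 and Hbb-bt 0.35. At 10 times the background the values were erythroid 0.40, haem biosynthesis 0.29, lipid oxidation 0.063, amino acid response 0.12, interferon response 0.044, ribosomal protein 0.19, Klf1 0.042, Epor 0.58, Tfrc 0.29 and Hbb-bt 0.42. At 2 times they were erythroid 0.12, Epor 0.13 and Hbb-bt 0.027.

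With the background subtracted, erythroid was 0.53, haem biosynthesis 0.27, lipid oxidation 0.026, amino acid response 0.10, interferon response 0.092, circadian clock 0.092, ribosomal protein 0.19, Klf1 0.042, Epor 0.58, Tfrc 0.27 and Hbb-bt 0.41. With the GC content and length trend removed, erythroid was 0.28, haem biosynthesis 0.21, lipid oxidation 0.0047, amino acid response 0.045, interferon response 0.14, circadian clock 0.099, ribosomal protein 0.080, Epor 0.43, Tfrc 0.27 and Hbb-bt 0.063. With the granule score as covariate, erythroid was 0.061, granulocyte and monocyte 0.58, circadian clock 0.60, ribosomal protein 0.31, Cebpe 0.015, Fcgr3 0.025, Tfrc 0.00088 and Hbb-bt 1.23, where Cebpe is part of the score. With at least 10 counts in every library, erythroid was 0.0062, circadian clock 0.039 and Epor 0.0062, the same gene being the middle of the set. With at least 1 count in any library FOXO targets had -0.031, and with mitochondrial, haemoglobin and ribosomal genes removed -0.0034. RLE factors put glucocorticoid response at -0.095, FOXO targets at -0.17, mitochondrially encoded at -0.052 and Alas2 at -0.091. DESeq2 put Alas2 at -0.12, Fkbp5 at -0.0084 and Tsc22d3 at -0.0076, and limma-voom put Epor at 0.043.

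Across the 6 fits that each left out 1 library, ranges of results that changed sign were -0.29 to 0.045 for erythroid, -0.15 to 0.20 for glucocorticoid response, -0.32 to 0.26 for FOXO targets, -0.091 to 0.73 for immediate early genes, -0.16 to 0.074 for circadian clock, -0.26 to 0.30 for the mitochondrially encoded set median log2 fold change, -0.43 to 0.30 for Epor, -0.40 to 0.28 for Alas2, -0.40 to 0.091 for Hbb-bt and -0.10 to 0.31 for Tsc22d3. The difference in haemoglobin share of counts ranged from -0.00137 to 0.0134 percentage points. Over all alternatives, 405 values of the sets other than erythroid comprised 289 on the same side with the same direction, 56 reversed, 32 weaker and 28 stronger. The 444 values of named genes comprised 294 the same, 43 reversed, 93 weaker and 14 stronger. Named genes below the stated multiple of the background, and genes removed with the mitochondrial, haemoglobin and ribosomal genes, have no value under those alternatives. Set tests were not planned for DESeq2 and limma-voom.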

Other observations

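The tests of scaling by background, of depth behind the background share, of mature neutrophil genes, of the restricted set count over splits, of granulocyte-monocyte progenitors behind the erythroid and megakaryocyte sets and of background subtraction were chosen after the pattern had been seen. The gene lists added for this part were also chosen after seeing the data. Since 6 libraries give 10 splits into 3 and 3, no count of splits can fall under a share of 0.1, and each is given as a description. Sorting, handling and animal differences between the groups are not separated from fasting by the design.

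The background in receptor genes has more than 1 open source. Reads shared between receptor gene copies would leave single-copy genes of other tissues near 0, yet 30 such genes had a median count per kilobase 2.05 times that of the receptor genes on average over the libraries, which argues against that explanation. Genomic DNA is a candidate source that cannot be told apart from low-level transcription here. In male libraries DNA would put unconfirmed loci on chromosome X near 0.5 of the autosomal level, and the mean ratio was 0.394. Only 5 such loci were long enough to use, and single libraries ranged from 0 to 0.651. The 7 receptor genes on chromosome X had ratios to the autosomal receptor genes from 0.514 to 1.06, with a mean of 0.759, and the highest 2, in control libraries 1 and 3, lay above 1. These genes too are few, and low transcription from 1 chromosome X would give the same ratio. The libraries look male, with 1222 to 3135 counts in Ddx3y of chromosome Y and 56 to 141 in Xist. Lower depth cannot be told apart from the groups as a source of the higher background share of the fasted libraries: the deeper library had the lower share in 6 of 6 pairs of libraries of the same group, and all control libraries were deeper than all fasted ones. Background counts per kilobase were similar in 5 libraries (13.2 to 15.97), where the other counts ranged from 10.9 to 24.6 M, while control library 1 had 8.98 and 29.1 M. A similar amount of background material beside a varying amount of RNA is a candidate explanation for those 5 libraries, untested here. By the median of the single-copy genes control library 1 did not stand apart. It had 22.1 counts per kilobase, against 16.5 to 27.6 in the other libraries. The exception of control library 1 thus rests on the receptor genes. Whether fewer cells were sorted is not known here.

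The split of calls toward lower counts in fasted libraries may come from scaling set by background. With factors from genes at or above 5 times the background, 4.86% of calls were lower, against 76.8%. Among those genes themselves, 344 calls were higher and 251 lower under these factors. A change of factors moves all genes alike, so the flip shows that the split follows the scaling, not which scaling is right. A direct effect of unequal totals is argued against: after thinning all libraries to the smallest total, a median of 71.9% of calls over 5 draws was lower. Random thinning keeps the background share of each library, so it cannot test depth acting through that share. In simulated libraries with no shift in expressed genes and the measured background added, the unchanged genes at or above 5 times the background had a median log2 fold change of -0.57, near the -0.50 of the data. The real grouping gave the most calls, and 1 of the 10 splits of the 6 libraries (the real one) gave as many as 1813, the other 9 giving at most 6. The real split also led for the genes of the preset list (1 of 10 splits as large) but not for the number of sets past the threshold (6 of 10) or the absolute erythroid median (7 of 10). In the restricted fit 2 of 10 splits passed as many sets as the real one's 10, and the other 9 splits passed 5 to 12. The set counts and camera p-values of both fits thus carry little information on fasting. In the restricted fit 0 calls were made, a count that every split reaches and that cannot rank them. The 2109 genes at an unadjusted p under 0.05 in that fit were reached by 1 of 10 splits, the next giving 899.

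Genes of early granulocyte precursors fell in the fasted libraries, a pattern that argues against mature neutrophils or their free RNA as the whole source. Among genes at or above 5 times the background, 6 primary granule genes (Mpo, Elane, Prtn3, Ctsg, Ms4a3, Cebpe) had a median log2 fold change of -2.23, and 6 mature neutrophil genes (S100a8, S100a9, Ngp, Camp, Ltf, Lcn2) had -0.38, a difference of -1.85. Control library 1 sets the small value of the mature genes, whose scores were -1.87, 0.69 and 1.07 in control and -0.20, 0.09 and 0.23 in fasted libraries. Without it the medians were -2.66 and -0.84, a difference of -1.82. The most abundant gene of each list was Mpo, at 6947 CPM ± 3568 in control and 1254 CPM ± 816 in fasted libraries, and S100a8, at 471 CPM ± 344 and 229 CPM ± 55.2 (SD, n = 3 each). All 12 belong to the granulocyte and monocyte set. A second list of 20 progenitor genes that shares no gene with that set had a median of -1.11 over 19 genes, all 19 lower (camera adjusted p 2.1e-08, fry adjusted p 0.310), which is consistent with more granulocyte-monocyte progenitors in the control libraries. The list holds Igsf6 and Nkg7, both named in the report. Control library 1 does not follow this: its primary granule score was -0.44, within the fasted values of -0.23, -1.22 and -2.11, while control libraries 2 and 3 had 1.63 and 2.37. Without control library 1 the median of the granulocyte and monocyte set among genes at or above 5 times the background was -1.03 against -0.72. Whether fasting lowers such cells in the sorted gate or the gates differed between sorts remains open.

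With the primary granule score as a covariate in the restricted fit, 620 genes passed, 358 higher and 262 lower, where 0 passed without it, and 1 of 10 splits gave as many. The score comes from the same libraries, correlates with the groups and leaves few degrees of freedom, so the count is a prompt for a closer look and not a list of responses to fasting. In the same fit the erythroid median was 0.06 in place of 0.46 and the megakaryocyte median -0.54 in place of -0.50. A smaller share of granulocyte-monocyte progenitors may therefore carry the erythroid rise, but the correlation of score and groups leaves this open.

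The erythroid set stood higher and the megakaryocyte set lower in the restricted fit, with medians of 0.46 and -0.50. Background reads at the rate of the receptor genes do not explain this, since the medians lay 1.09 apart with that background subtracted. A higher rate was not tried. A smooth trend on GC content and length does not remove it either: the medians lay 0.876 apart after its removal, 0.28 and -0.59, so the erythroid part shrank. Per library the erythroid score minus the megakaryocyte score differed by 0.938 between group means (-0.47 ± 0.41 in control, 0.47 ± 0.70 in fasted libraries, SD, n = 3 each), but the groups overlapped (p = 0.2, two-sided exact permutation test). The megakaryocyte score alone fell by 0.488 between group means, more than either SD (0.20 in control, 0.41 in fasted libraries). The groups did not overlap (p = 0.1, exact permutation test, the smallest possible). The score was 0.47, 0.12 and 0.14 in control libraries 1, 2 and 3 and 0.03, -0.04 and -0.72 in fasted libraries 1, 2 and 3. Fasted library 3 thus carried much of the fall. The restricted median of the megakaryocyte set was -0.33 without control library 1. A smaller share of granulocyte-monocyte progenitors would raise both lineages. The fall of the megakaryocyte genes argues against this for their part, as far as a fall resting much on fasted library 3 can. For the erythroid part the explanation stays open. The real split gave the largest difference of the medians (1 of 10 splits as large), with another at 0.923 close to its 0.969.

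Log2 fold changes in the restricted fit also followed gene length. GC content and length took 27.2% of their variance, but 2 of 10 splits gave a share as large, the other one being 28.6%, so the trend may reflect single libraries as much as the groups. Of 5 equal bins by length, the shortest genes had a median log2 fold change of 0.52, and the other 4 bins lay between -0.10 and 0.05. The level of short genes was -0.53, -0.13 and 0.0085 in control libraries 1, 2 and 3. It was 0.27, 0.11 and 0.37 in fasted libraries 1, 2 and 3, so the groups did not overlap. Control library 1 was the lowest and fasted library 3 the highest. With the trend removed 0 genes passed, a count that every split reaches and that cannot rank them, with 1972 at an unadjusted p under 0.05. The mitochondrially encoded set, made of short genes, went from 0.61 to 0.20 after the trend was removed.

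Cholesterol and endoplasmic reticulum folding genes were lower in the fasted libraries. The cholesterol and SREBP set kept a median under 0 in each alternative tried, from -1.01 without control library 3 to -0.23 among genes at or above 10 times the background (cholesterol biosynthesis and SREBP targets set median log2 fold change). The folding genes were run in fewer fits. Among genes at or above 5 times the background the cholesterol and SREBP set had a median of -0.35, and a list of 25 folding genes had -0.47, with 24 of 25 lower (camera adjusted p 2.0e-12, fry adjusted p 0.310). With the primary granule score as a covariate the medians were -0.63 (camera adjusted p 5.5e-08) and -0.33 (camera adjusted p 0.00767), so the cholesterol median did not shrink in that fit. The score correlates with the groups (-0.76), so the fit cannot separate them. Whether a larger share of granule-producing progenitors in the control libraries is the cause stays open. The cholesterol score did not overlap between the groups, and without control library 1 the median was -0.25. A response of these progenitors to 6 h without food is a hypothesis that these data leave open, since fry passed no set.

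The immediate early and glucocorticoid sets stood higher in fasted libraries in the restricted fit (medians 0.70 and 0.48). Control library 1 has low stress genes, and without it the immediate early median was 0.34 (camera adjusted p 0.00138). That library may carry part of the difference. Its part cannot be told apart from a group effect with the 2 control libraries left. Whether genes shared with stress responses carry part of the glucocorticoid median stays open. The 9 genes that are not shared had a median of 0.34, with 7 of 9 higher. Without control library 1 the median of these 9 was 0.27. It stayed above 0 without the shared genes, but 9 genes that go both ways are too few to exclude a part for the shared ones. Without control library 1 the whole set had 0.33 (camera adjusted p 0.125). Over all tested genes the glucocorticoid median was 0.09, and it reversed under RLE factors to -0.09.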
